A study of Homo sapiens with 8 samples. Its data were reported in "miR-28-based combination therapy impairs aggressive B cell lymphoma growth by rewiring DNA replication" (2023).

How the data were processed

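RNA was sequenced from SUDHL4, an established human cell line of the germinal center B cell type of diffuse large B cell lymphoma. Per the labels, the cells carried a doxycycline-inducible vector, which encoded either miR-28, a microRNA, or a scrambled control. Doxycycline at 0.5 µg/ml was given for 24 h before treatment and was kept in the medium. Cells then received ibrutinib, an inhibitor of Bruton's tyrosine kinase (BTK), or its vehicle DMSO for 20 h. Cells that carried the red reporter of the vector were sorted before RNA was taken. The 4 groups of 2 libraries each are called control (scrambled vector and vehicle), miR-28 (miR-28 vector and vehicle), ibrutinib (scrambled vector and drug) and miR-28+ibrutinib (miR-28 vector and drug). The design text gives ibrutinib at 25 µM. The paper's methods and a figure legend each give a lower dose for this line, and these differ from each other. Its methods give 25 µM for other lines. The dose is therefore uncertain here. Libraries were made from polyadenylated RNA with a strand-specific kit and read as single reads of 60 bases. Mature miR-28 is too short for such libraries, and its level was not analysed here.

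The authors deposited a table of expected counts per Ensembl gene, that is, estimated counts of reads with no normalization. Of all values, zeros included, 30.9% differed by any amount from a whole number. The submitters' processing notes name bcl2fastq 2.20, Salmon 1.9 and the genome build GRCh38.p10. The annotation release and the step that summed transcripts to genes are not given in the sources used here. Such an estimate divides reads between genes of near-identical sequence, so the values of these genes are uncertain. All values were rounded to whole numbers before use. Of the 35114 genes in the table, 34919 matched GENCODE 29 by identifier and took their symbol, type and position on GRCh38 from it. Totals per library ran from 10613926 to 15078601 estimated counts.

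Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filterByExpr function kept 13308 genes, which held 99.9% of the counts of each library. Libraries were scaled with TMM factors. A quasi-likelihood model with 1 mean per group was fitted to all 8 libraries (4 residual degrees of freedom, common dispersion 0.0477), and 6 contrasts were tested 2-sided. The contrasts set each single treatment against control, set miR-28+ibrutinib against each of the other groups, and asked whether the combined change departs from the sum of the single changes on the log2 scale. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Log2 fold changes are given as fitted. Their standard error (SE) was derived as the absolute log2 fold change over the square root of the F statistic of the test. Levels are TMM-scaled estimated counts relative to the library total (CPM), given as mean ± SD over the 2 libraries of a group. Sums over the skeletal muscle genes are given per library, relative to the library total without TMM factors. Where all libraries of a group were at 0, only a lower bound of the fold is given, with a floor of 3 counts over the 2 libraries. Adjusted p-values with 2 libraries per group measure the spread between these samples only, and floors cover counting error only.

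In total 34 gene lists were fixed beforehand. They cover origin licensing, origin activation, the replication fork, nucleotide synthesis, E2F and G1/S regulators, mitosis and G2/M, homologous recombination and checkpoint, CDK inhibitors and quiescence, p53 targets, the BCL2 family, B cell receptor (BCR) signaling, NF-kB targets, BCR and ERK early response, germinal center B cell identity, plasma cell differentiation, MHC class II, cholesterol synthesis and fatty acid synthesis. They also cover ATF4 and amino acid stress, the unfolded protein response, heat shock, glycolysis and hypoxia, MYC and ribosome biogenesis, oxidative phosphorylation, mitochondrially encoded genes, interferon-stimulated genes, replication-dependent histones, autophagy and lysosome, named miR-28 targets, markers of T and NK cells, of myeloid cells, and of stroma and epithelium, the study's miR-28+ib signature, and its SUDHL4 subset. The signature was chosen by the study in MD-901, another lymphoma line. The subset was chosen by the study on the samples used here, so it is no independent evidence of a direction.

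Each list was tested against the other genes with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 34 lists of a contrast. Beside it stand camera with a correlation estimated from the data, and fry, which asks whether the genes of a list move one way on balance. Counts of members are given over all genes tested and adjusted over the list alone. Sites for miR-28 were sought in annotated 3' UTRs as matches to miRNA bases 2 to 8 (AGCTCCT for miR-28-5p, ATCTAGT for miR-28-3p). The reference was 200 random words made by rearranging the bases of each site, not matched on how often they occur.

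Named genes followed a rule. Per contrast, it takes the 8 largest rises and the 8 largest falls among called genes with an average log2 CPM of at least 1, a symbol and libraries that do not overlap between the groups. It adds 24 key genes of the study, of which 23 were tested and MIR28 was not, and up to 4 members of each list with the smallest p. Some genes that the rule names are not reported here. The groups, contrasts, lists, named-gene rule and alternative settings were fixed before the data were examined.

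The alternatives were relative log expression factors, DESeq2 1.42.0, limma-voom, no filter and a stricter filter on low counts, the replicate number as a block, leaving out each library in turn, only the 2 groups compared, and a minimum absolute log2 fold change of 1. For lists they were the estimated correlation, fry, the block, other factors and left-out libraries. The procedure was tested on simulated counts, drawn from the mean and spread of each gene and the depth of each library. No other difference between groups and no outlying library was put in. For each contrast 50 genes per fold were changed. At 2-fold, 20 to 52% of these genes were recovered, depending on the contrast, and at 4-fold 56 to 78%. Of the genes left unchanged, 5 to 8 were called per contrast.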

Results

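Gene expression was measured in 8 libraries of SUDHL4 cells, 2 in each of the 4 groups. The control libraries held 12081271 and 13923987 estimated counts, those with miR-28 11795543 and 13892153, those with ibrutinib 15078601 and 12852754, and those with both treatments 12372732 and 10613926. Across genes, which are not independent replicates, the 2 libraries of a group correlated at r = 0.968 in control, 0.968 in miR-28, 0.969 in ibrutinib and 0.939 in miR-28+ibrutinib. On the first principal component, which held 37.6% of the variance, the control libraries lay lowest (-48.1 and -47.1) and the miR-28+ibrutinib libraries highest (36.0 and 75.5). The second component, with 16.9%, set replicate 2 of miR-28+ibrutinib (53.2) apart from the other 7 libraries (-41.5 to 13.7). That library also differed in transcripts of 24 skeletal muscle genes, such as CKM and ACTA1. They made up 19.7 CPM in it and 2815 to 4559 CPM in each of the other 7.

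**Figure D1:**
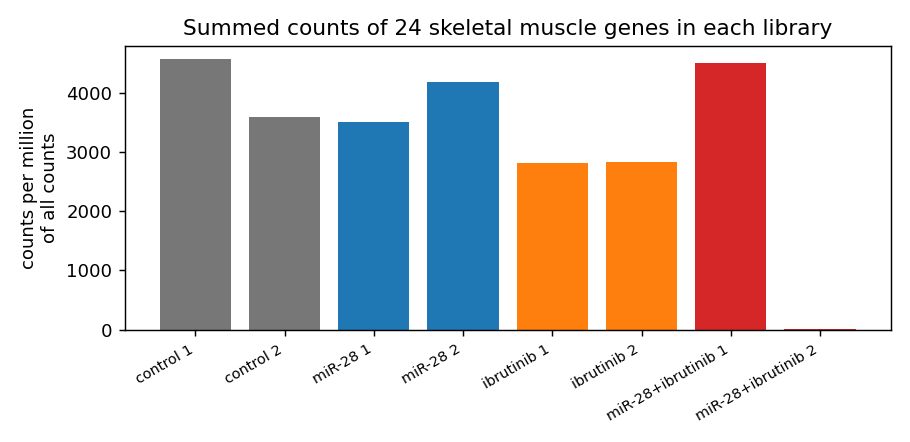
CPM, without TMM scaling, summed over 24 skeletal muscle genes (vertical axis) in each of the 8 libraries (horizontal axis), 1 bar per library and no error bars. The bar of miR-28+ibrutinib replicate 2 stands at 19.7, and the other 7 stand between 2815 and 4559.

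Ibrutinib changed far more genes than miR-28 did, and the combined treatment changed the most. By edgeR, 2 genes rose and 3 fell with miR-28 against control, 1105 rose and 1069 fell with ibrutinib, and 2049 rose and 2343 fell with miR-28+ibrutinib. Ibrutinib given to miR-28 cells raised 1301 genes and lowered 1544, whereas miR-28 added to ibrutinib raised 13 and lowered 97. At an absolute log2 fold change of at least 1, 453 genes rose and 94 fell with ibrutinib. With the combination against control 957 rose and 430 fell at this minimum. With ibrutinib given to miR-28 cells 504 rose and 179 fell, and with miR-28 added to ibrutinib 5 rose and 14 fell.

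**Figure D2:**
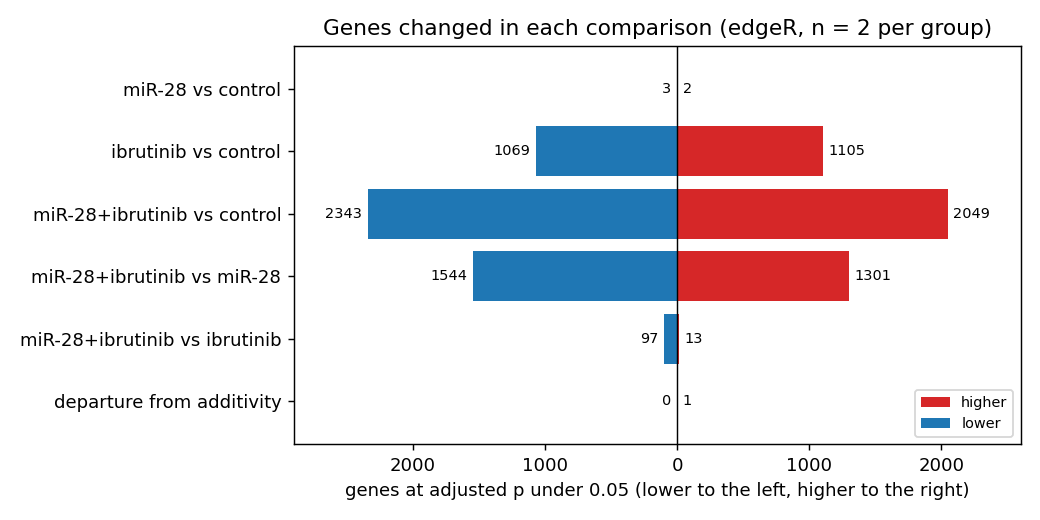
Number of genes called changed (edgeR, adjusted p under 0.05, 13308 genes tested) in each of 6 contrasts, with bars to the left for lower and to the right for higher genes. The combined treatment against control has the longest bars (2343 lower, 2049 higher), and miR-28 against control has 3 lower and 2 higher.

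The first comparison asked what miR-28 alone does in these cells. It changed few single genes past the threshold, while genes of cell division, nucleotide synthesis and chaperones lay slightly lower as groups by camera. Mitosis and G2/M kept its call (adjusted p = 0.0284 with an estimated correlation), while nucleotide synthesis and heat shock did not (adjusted p = 0.0654 and 0.0654 with an estimated correlation). CCDC88A, which encodes the actin-binding protein girdin (ENSG00000115355, chromosome 2, 55287842 to 55419895), rose from 78.1 ± 3.41 to 176 ± 6.86 CPM (SD, n = 2). Its log2 fold change was 1.17 ± 0.09 (SE; edgeR adjusted p = 0.0139). YWHAH, which encodes the adaptor protein 14-3-3 eta and holds a miR-28-5p site in its 3' UTR (ENSG00000128245, chromosome 22, 31944461 to 31957603), fell from 158 ± 1.74 to 83.0 ± 1.78, a log2 fold change of -0.93 ± 0.08 (adjusted p = 0.0139). An unadjusted p under 0.05 was found for 1186 genes, or 8.91% of those tested, where chance gives 5%, and DESeq2 called 74 genes and limma-voom 2. The other 3 genes called by edgeR are processed pseudogenes. Their values are uncertain, because 33.2% of the 60-base words of AP000936.3, 69.4% of those of AC099560.2 and 100% of those of HMGN2P5 also occur in other genes. AP000936.3 was at least 327-fold higher, AC099560.2 at least 388-fold lower and HMGN2P5 at least 160-fold lower with miR-28. HMGN2P5 had 0 counts in all 4 libraries with the miR-28 vector and 222 to 324 in the 4 with the scrambled vector.

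By camera, 15 of the 34 lists were shifted with miR-28, 14 of them down and NF-kB targets up. The mitosis and G2/M list kept its call with an estimated correlation (adjusted p = 0.0284). The other 14 had an adjusted p of 0.0654 to 0.614 with an estimated correlation. The mitosis and G2/M list had a median log2 fold change of -0.29 (camera adjusted p = 2.94e-18), and 12 of its 34 genes fell when adjusted over the list alone. The 5 genes called over all genes include no member of any list. In this list, CDC20, an activator of the anaphase-promoting complex, stood at -0.53 ± 0.11 and AURKA, a spindle kinase, at -0.42 ± 0.10. In the nucleotide synthesis list (median -0.21, camera adjusted p = 1.68e-11), 7 of 23 genes fell adjusted over the list alone. MTHFD1, of folate metabolism, stood at -0.82 ± 0.11 (adjusted p = 0.152 over all genes), and TYMS, thymidylate synthase, at -0.42 ± 0.08. The heat shock list had a median of -0.27 (camera adjusted p = 8.04e-06) and the named miR-28 targets one of -0.26 (6.63e-05), and of the 16 targets 5 fell and 1 rose adjusted over the list alone. BAG1, a co-chaperone, had a value of -0.58 ± 0.08 (adjusted p = 0.168), RAP1B, a small GTPase, -0.66 ± 0.11, and NFE2L2, a regulator of the oxidative stress response, -0.97 ± 0.17. Origin licensing, origin activation and replication fork had medians of -0.18, -0.21 and -0.19 (camera adjusted p = 1.95e-04, 1.26e-04 and 1.59e-06), and the replication factor CDC45 stood at -0.48 ± 0.10 (adjusted p = 0.410). NFKB2 stood at 2.11 ± 0.57 (adjusted p = 0.436) and the BTK gene at -0.13 ± 0.25. LPP, the host gene of MIR28, stood at 0.24 ± 0.15 (adjusted p = 0.705).

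The calls of CCDC88A and YWHAH were lost when any control, miR-28 or ibrutinib library was left out (adjusted p up to 0.150 and 0.177). The count of 5 genes fell to 3 without miR-28 replicate 2 and to 1 without miR-28 replicate 1 or either ibrutinib library. List calls were lost for homologous recombination without control replicate 1 or miR-28 replicate 2 (adjusted p up to 0.215), NF-kB targets without either control or miR-28 replicate 1 (up to 0.225), ATF4 without control replicate 1 (0.0538) and oxidative phosphorylation without control replicate 2 or miR-28 replicate 1 (up to 0.971).

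The second comparison asked what ibrutinib alone does. Genes of the B cell receptor, of germinal center B cells, of cell cycle arrest and of the BCL2 family were higher as groups, while genes of ribosome production, of the mitochondrial respiratory chain and of protein folding were lower. None of the 19 lists called in this comparison kept its call with an estimated correlation (adjusted p = 0.0696 to 0.264 with an estimated correlation). By fry all of them were called, and so were 9 lists that camera had not called. Fry does not compare a list with the other genes, so its calls do not offset this loss. HRK, which encodes a pro-apoptotic BH3-only protein (ENSG00000135116, chromosome 12, 116856144 to 116881441), rose from 1.51 ± 0.246 to 30.1 ± 2.78 CPM (SD, n = 2), a log2 fold change of 4.30 ± 0.20 (adjusted p = 2.05e-04). LTB, which encodes lymphotoxin beta (ENSG00000227507, chromosome 6, 31580525 to 31582522), rose from 11.3 ± 0.0168 to 96.5 ± 6.31 (3.10 ± 0.10, adjusted p = 9.41e-05). In each of the 122 named genes called here, both ibrutinib libraries lay on the same side of both control libraries, which the choice of the largest changes required of those genes.

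In the BCR signaling list, 12 of 30 genes rose (14 adjusted over the list alone) and none fell (median 0.28, camera adjusted p = 1.08e-07). They include the co-receptor CD72 (1.44 ± 0.08) and the signaling subunits of the receptor CD79B (0.97 ± 0.11) and CD79A (0.77 ± 0.09). Of 24 germinal center identity genes, 13 rose and 1 fell (15 and 1 adjusted over the list alone; camera adjusted p = 1.36e-10), with CXCR4, a chemokine receptor, at 1.91 ± 0.12 and BACH2, a transcription factor of B cells, at 2.10 ± 0.16. Among CDK inhibitors and quiescence genes, 11 of 18 rose (12 adjusted over the list alone; camera adjusted p = 6.67e-07). BTG2, an antiproliferative gene, stood at 1.44 ± 0.08 and CDKN1B, which encodes the CDK inhibitor p27, at 1.76 ± 0.30. NF-kB targets rose in 8 of 24 cases and fell in 1 (9 and 1 adjusted over the list alone; camera adjusted p = 2.15e-04), with BIRC3, an inhibitor of apoptosis, at 1.21 ± 0.15 and PLEK at -0.91 ± 0.08. In the BCL2 family list 4 of 15 genes rose (camera adjusted p = 0.0197; adjusted over the list alone 4 rose and 2 fell). BBC3 and BMF, which encode pro-apoptotic proteins, rose by 1.53 ± 0.39 and 0.72 ± 0.11, and the anti-apoptotic BCL2 rose by 0.78 ± 0.15. Cholesterol synthesis rose in 7 of 24 genes (10 adjusted over the list alone; camera adjusted p = 0.00363), among them SQLE, squalene epoxidase, at 0.63 ± 0.08.

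In the MYC and ribosome biogenesis list 18 of 29 genes fell (22 adjusted over the list alone) and none rose (median -0.57, camera adjusted p = 1.38e-14). Examples are PA2G4 (-0.76 ± 0.08), PES1 (-0.69 ± 0.08) and LAS1L (-1.14 ± 0.14), all of ribosome production. MYC itself stood at -0.11 ± 0.15 (adjusted p = 0.648). In oxidative phosphorylation 20 of 33 genes fell (24 adjusted over the list alone; camera adjusted p = 2.90e-13), with ATP5F1B, of ATP synthase, at -0.90 ± 0.09 and NDUFV1, of complex I, at -0.75 ± 0.09. The heat shock list fell in 7 of 12 genes (9 adjusted over the list alone; camera adjusted p = 6.53e-06), including the mitochondrial chaperone pair HSPD1 (-1.03 ± 0.17) and HSPE1 (-1.23 ± 0.20). Nucleotide synthesis fell in 10 of 23 genes and rose in 1 (13 and 1 adjusted over the list alone; camera adjusted p = 1.01e-05), with PAICS, of purine synthesis, at -0.74 ± 0.11. In origin licensing 5 of 16 genes fell (6 adjusted over the list alone; median -0.28, camera adjusted p = 2.15e-04), with ORC5, of the origin recognition complex, at -0.88 ± 0.11. In origin activation 4 of 14 fell (4 adjusted over the list alone; median -0.14, camera adjusted p = 0.0370), and in mitosis and G2/M 2 of 34 (2 adjusted over the list alone; median -0.18, camera adjusted p = 0.0312). Of the 23 key genes, 6 fell and 2 rose, with CDC45 at -0.45 ± 0.10, PCNA, the sliding clamp of replication, at -0.41 ± 0.11, CCNA2, cyclin A2, at -0.47 ± 0.09 and IKBKB, a kinase of the NF-kB pathway, at 0.39 ± 0.09.

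Among single genes, the largest rises included CYP1A1, a cytochrome P450 enzyme (ENSG00000140465, chromosome 15, 74719542 to 74725610), from 0.0766 ± 0.108 to 7.29 ± 2.52 CPM (6.35 ± 0.71, adjusted p = 0.00298). RAG1, an enzyme of antigen receptor gene recombination (ENSG00000166349, chromosome 11, 36510709 to 36593156), stood at 6.55 ± 0.88, adjusted p = 0.00499, and PHYH, of peroxisomal lipid breakdown, rose from 0.571 ± 0.374 to 22.5 ± 1.23 (5.30 ± 0.42, adjusted p = 9.69e-04). The others were C16orf74 (6.99 ± 0.93), PSD3 (5.60 ± 0.65), APOD (5.47 ± 0.83), P4HA2 (4.79 ± 0.37) and CDHR3 (4.75 ± 0.82). Falls included genes of mitochondrial enzymes, with MCCC2, of leucine breakdown, from 74.3 ± 1.01 to 10.8 ± 3.03 (-2.78 ± 0.34, adjusted p = 0.00373), HADHA, of fatty acid oxidation, at -2.81 ± 0.33, FOXRED1, of complex I assembly, at -2.17 ± 0.35 and COQ3, of ubiquinone synthesis, at -2.03 ± 0.32. RGS8, PDZRN4 and MYH11 fell too (-2.88 ± 0.53, -2.51 ± 0.24 and -1.97 ± 0.31). AC022384.1, at 0 in both ibrutinib libraries, was at least 92.7-fold lower, but 94.97% of its 60-base words also occur in other genes.

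The count of 2174 changed genes fell to 1442 without control replicate 1, 843 without control replicate 2, 543 without ibrutinib replicate 1 and 675 without ibrutinib replicate 2. Of the 122 named genes 57 kept their call in all 8 such fits, CDC45, PCNA, CCNA2, BCL2 and IKBKB in 3 to 5 of them. CDHR3 lost its call without control replicate 2 or either ibrutinib library (adjusted p up to 0.0635), and RGS8 and FOXRED1 without either ibrutinib library (up to 0.0882 and 0.0613). APOD and COQ3 lost theirs without ibrutinib replicate 1 (0.0653 and 0.0637) and MYH11 without ibrutinib replicate 2 (0.0531). List calls were lost without control replicate 1 for origin activation (adjusted p = 0.0684), the unfolded protein response (0.0874) and the signature (0.0684), and without that library or ibrutinib replicate 2 for E2F (up to 0.0818) and MHC class II (up to 0.0887).

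The third comparison set the combined treatment against control. DNA replication, nucleotide supply, mitosis, ribosome production and protein folding genes were lower as groups, with list medians between -0.98 and -0.65, while B cell receptor and germinal center genes were higher. Of these, BCR signaling lost its call (adjusted p = 0.0851 with an estimated correlation). CDC45, which helps start replication forks (ENSG00000093009, chromosome 22, 19479459 to 19520612), fell from 67.5 ± 3.37 to 28.8 ± 1.64 CPM (SD, n = 2), a log2 fold change of -1.23 ± 0.10 (adjusted p = 4.56e-04). It stood at 48.3 ± 0.222 with miR-28 and 49.3 ± 2.64 with ibrutinib. PCNA (ENSG00000132646, chromosome 20, 5114953 to 5126626) fell from 441 ± 32.7 to 213 ± 21.9 (-1.05 ± 0.11, adjusted p = 8.37e-04), and MCM10, another replication initiation factor (ENSG00000065328, chromosome 10, 13161554 to 13211104), from 69.7 ± 3.11 to 28.4 ± 1.59 (-1.30 ± 0.11, adjusted p = 5.19e-04). Each of the 141 named genes called had both libraries of the combined treatment on the same side of both control libraries, again a condition for the largest changes.

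**Figure D3:**
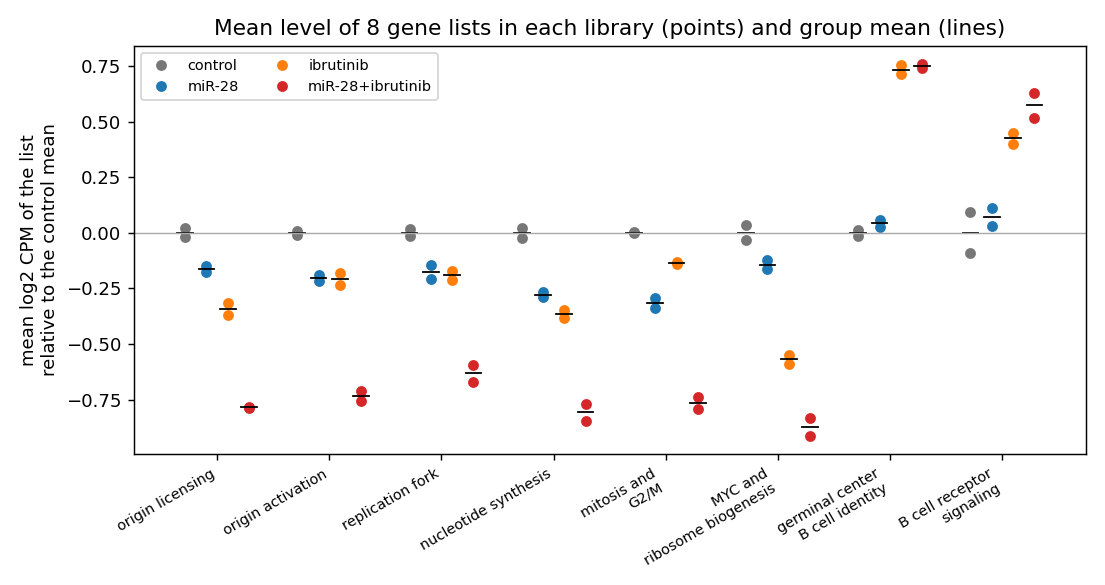
Mean log2 CPM of the genes of 8 lists relative to the control mean (vertical axis) in the 4 groups, with points for the 2 libraries of a group and lines for the group mean. The replication, mitosis and ribosome biogenesis lists are lowest with miR-28+ibrutinib, and the germinal center and BCR signaling lists are higher in both groups with ibrutinib.

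In origin licensing 13 of 16 genes fell and none rose (15 fell adjusted over the list alone; median -0.75, camera adjusted p = 7.75e-10). GMNN, the licensing inhibitor geminin, stood at -1.44 ± 0.11 and MCM6, of the replicative helicase, at -1.04 ± 0.09. In origin activation 11 of 14 fell (12 adjusted over the list alone; median -0.65, camera adjusted p = 1.86e-07), with GINS2 at -1.02 ± 0.13. At the replication fork 22 of 33 fell (23 adjusted over the list alone; median -0.68, camera adjusted p = 1.42e-10), with RFC3, of the clamp loader, at -1.60 ± 0.12, FEN1, the flap endonuclease, at -1.05 ± 0.09 and CLSPN, claspin, at -1.09 ± 0.11. Nucleotide synthesis fell in 21 of 23 genes (22 adjusted over the list alone; median -0.76, camera adjusted p = 1.11e-13), with DCTPP1, a pyrophosphatase that clears dCTP, at -1.84 ± 0.15. Of E2F and G1/S regulators 14 of 21 fell (15 adjusted over the list alone; median -0.66, camera adjusted p = 1.66e-07), with the phosphatase CDC25A at -1.30 ± 0.08 and the cyclins CCNE1 and CCNE2 at -1.22 ± 0.13 and -1.28 ± 0.16. Mitosis and G2/M fell in 30 of 34 genes (31 adjusted over the list alone; median -0.78, camera adjusted p = 6.02e-17), with CCNA2 at -1.11 ± 0.09, CDC20 at -1.20 ± 0.11 and AURKA at -1.05 ± 0.10. In homologous recombination and checkpoint 15 of 25 fell and 1 rose (16 and 1 adjusted over the list alone; median -0.54, camera adjusted p = 1.79e-04, adjusted p = 0.0523 with an estimated correlation), with the checkpoint kinase CHEK1 at -1.12 ± 0.14 and the damage kinase ATM at 1.17 ± 0.14.

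MYC and ribosome biogenesis fell in 27 of 29 genes (27 adjusted over the list alone; median -0.91, camera adjusted p = 1.55e-18), with PA2G4 at -1.34 ± 0.08 and MYC at -0.77 ± 0.15. Heat shock fell in 11 of 12 (12 adjusted over the list alone; median -0.98, camera adjusted p = 1.29e-08), with the chaperones HSPE1 at -1.58 ± 0.21 and HSP90AB1 at -1.13 ± 0.10. Oxidative phosphorylation fell in 24 of 33 (27 adjusted over the list alone; median -0.74, camera adjusted p = 4.60e-11, adjusted p = 0.202 with an estimated correlation), with UQCRC1, of complex III, at -0.94 ± 0.08. Glycolysis and hypoxia fell in 13 of 27 and rose in 3 (15 and 3 adjusted over the list alone; median -0.34, camera adjusted p = 0.0101, adjusted p = 0.0779 with an estimated correlation), with lactate dehydrogenase LDHA at -1.10 ± 0.09. Of the named miR-28 targets 8 of 16 fell and 2 rose (10 and 3 adjusted over the list alone; median -0.50, camera adjusted p = 0.00189, adjusted p = 0.0589 with an estimated correlation). BAG1 (ENSG00000107262, chromosome 9, 33247820 to 33264720) fell from 172 ± 7.05 to 53.9 ± 1.42 CPM (-1.67 ± 0.08, adjusted p = 1.14e-04), MAD2L1, of the spindle checkpoint, stood at -1.41 ± 0.19 and IRAK1, a kinase of Toll-like receptor signaling, at -0.56 ± 0.13. The members that rose were BCL2 (0.83 ± 0.15) and IKBKB (0.61 ± 0.09). The miR-28+ib signature, chosen in MD-901 cells, fell in 93 of 152 genes and rose in 15 (98 and 17 adjusted over the list alone; median -0.61, camera adjusted p = 5.35e-12). It was also called lower with miR-28 alone (camera adjusted p = 7.65e-08) and with ibrutinib alone (camera adjusted p = 0.0241). Neither of those 2 calls was kept with an estimated correlation. All 22 genes of its SUDHL4 subset fell (22 adjusted over the list alone; median -1.04, camera adjusted p = 1.84e-21), which is not independent evidence because the study chose them on these samples.

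BCR signaling rose in 16 of 30 genes and fell in none (17 rose adjusted over the list alone; median 0.44, camera adjusted p = 6.21e-09, adjusted p = 0.0851 with an estimated correlation), with CD72 at 1.94 ± 0.08 and PTPN6, an inhibitory phosphatase, at 1.34 ± 0.13. Germinal center identity rose in 14 of 24 (14 adjusted over the list alone; median 0.58, camera adjusted p = 2.35e-07), with CXCR4 at 1.63 ± 0.12 and BACH2 at 2.01 ± 0.16. NF-kB targets rose in 9 of 24 and fell in 1 (9 and 1 adjusted over the list alone; median 0.80, camera adjusted p = 1.07e-04), with LTB at 3.01 ± 0.10. CDK inhibitors and quiescence genes rose in 11 of 18 and fell in 1 (13 and 2 adjusted over the list alone; median 0.57, camera adjusted p = 2.62e-05, adjusted p = 0.0717 with an estimated correlation), with BTG2 at 1.71 ± 0.08. The BCL2 family rose in 4 of 15 and fell in 2 (5 and 3 adjusted over the list alone; median 0.33, camera adjusted p = 0.0440, adjusted p = 0.142 with an estimated correlation), with HRK at 4.31 ± 0.20 and BMF at 1.29 ± 0.11. MHC class II rose in 7 of 14 (7 adjusted over the list alone; median 0.36, camera adjusted p = 0.00116, adjusted p = 0.159 with an estimated correlation), with HLA-DOA at 1.17 ± 0.11 and the class II transactivator CIITA at 0.96 ± 0.12. Cholesterol synthesis rose in 11 of 24 and fell in 1 (12 and 1 adjusted over the list alone; median 0.42, camera adjusted p = 0.00977, adjusted p = 0.128 with an estimated correlation), with the sterol sensor partner INSIG1 at 0.57 ± 0.07. Of 5 tested myeloid markers 3 rose (4 adjusted over the list alone; median 1.69, camera adjusted p = 0.0142, adjusted p = 0.159 with an estimated correlation), namely MS4A7, lysozyme (LYZ) and CD68, at 2.13 ± 0.19, 1.69 ± 0.50 and 1.04 ± 0.33.

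The other 12 lists were not called by camera in this comparison. Median log2 fold changes were 1.01 for interferon-stimulated genes (adjusted p = 0.0561, 4 of 14 rose, IRF7 at 2.10 ± 0.27), -0.26 for ATF4 and amino acid stress (0.152, 2 rose and 9 fell of 25) and -0.18 for the unfolded protein response (0.112, 2 rose and 6 fell of 19). HSPA5, a chaperone in the last of these lists, was listed at 0 in 4 libraries, 1 in each group. Medians were 0.13 for BCR and ERK early response (0.260, 6 rose and 3 fell of 17), -0.23 for plasma cell differentiation (0.643, 3 rose and 4 fell of 14) and -0.20 for fatty acid synthesis (0.902, 3 rose and 1 fell of 11). For autophagy and lysosome the median was 0.21 (0.213, 4 rose and 1 fell of 26), for mitochondrially encoded genes 0.24 (0.224, n = 13) and for replication-dependent histones -0.33 (0.643, n = 8). T and NK cell markers had a median of 0.63 (0.131, 1 of 7 rose), and stroma and epithelium markers one of -0.84 (0.751, 1 rose and 1 fell of 6). For p53 targets the median was -0.13 but the mean was 0.05 and camera pointed up (0.486), with 4 risen and 3 fallen of 17, TP53INP1 at 2.69 ± 0.10 and AEN at -0.94 ± 0.10. Adjusted over the list alone these counts were the same, except for plasma cell differentiation (4 rose and 4 fell), fatty acid synthesis (3 and 2), the unfolded protein response (2 and 8) and autophagy (2 and 1). Where the sign of the median, mean and test of a list differed, in any contrast, that list was not called.

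**Figure D4:**
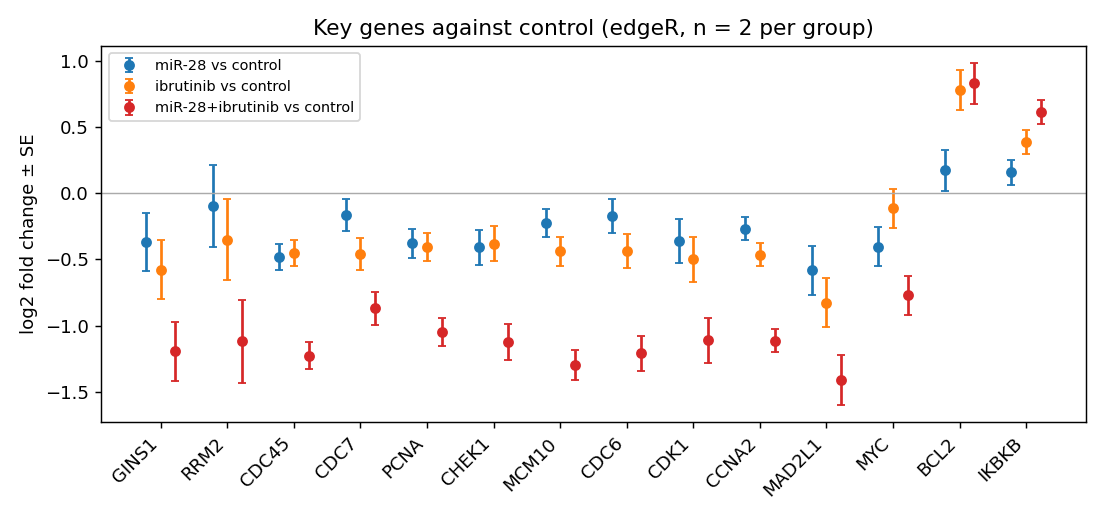
Log2 fold change against control (vertical axis) of 14 key genes with miR-28, ibrutinib and miR-28+ibrutinib, with points for the fitted change and bars for ± 1 SE. CDC45 runs from -0.48 and -0.45 with the single treatments to -1.23 with both, and IKBKB stands at 0.61 with both.

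Among the 23 key genes tested, 13 fell and 2 rose with the combined treatment. GINS1 stood at -1.19 ± 0.23, adjusted p = 0.00717, RRM2, of ribonucleotide reductase, at -1.12 ± 0.31, adjusted p = 0.0312, CDC6 at -1.21 ± 0.13, CDC7 at -0.87 ± 0.12 and CDK1 at -1.11 ± 0.17. Values that did not pass were -0.66 ± 0.32 for UHRF1, -0.65 ± 0.27 for MKI67, -0.28 ± 0.09 for ORC6, 0.37 ± 0.25 for BTK, 0.04 ± 0.14 for BCL6 and -0.67 ± 0.47 for CDKN1A. The largest single rises were again C16orf74, CYP1A1, RAG1, PSD3, CDHR3, APOD and PHYH (5.03 to 7.50), and KCTD7, at 0 in both control libraries, was at least 51.2-fold higher. KCTD7 was also at 0 in 1 of the 2 miR-28 libraries. The largest falls with counts in both groups included RGS8, INPP5E and EPM2A (-2.88 to -2.79). HMGN2P5, C1DP1 and MTMR2, at 0 in both libraries with the combined treatment, were at least 147-fold, 36.3-fold and 24.2-fold lower. C1DP1 is uncertain because 74.6% of its 60-base words also occur in other genes.

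Of the 22 called lists 12 kept their call with an estimated correlation, namely those of origin licensing, origin activation, replication fork, nucleotide synthesis, E2F, mitosis, NF-kB targets, germinal center identity, heat shock, ribosome biogenesis, the signature and its subset. The other 10 had an adjusted p of 0.0523 to 0.202 with an estimated correlation. Of the 141 named genes 124 kept their call whichever library was left out. Exceptions were RRM2 (lost without control replicate 1 or miR-28+ibrutinib replicate 1, adjusted p up to 0.141), IRAK1 (without control replicate 1 or miR-28+ibrutinib replicate 2, up to 0.0646), INPP5E (without control replicate 2 or miR-28+ibrutinib replicate 2, up to 0.104) and KCTD7 (kept in 2 of 8, up to 0.123). List calls were lost for the BCL2 family without control replicate 1, ibrutinib replicate 1 or miR-28+ibrutinib replicate 2 (adjusted p up to 0.0715) and for myeloid markers without control replicate 2 or miR-28+ibrutinib replicate 1 (up to 0.0870).

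The fourth comparison asked what ibrutinib does in cells that express miR-28. Lists of replication, mitosis and ribosome production were lower, and those of BCR signaling and germinal center identity were higher. BCR signaling lost its call here as well (adjusted p = 0.0799 with an estimated correlation). FCMR, which encodes an Fc receptor for IgM, rose from 0.564 ± 0.327 to 30.5 ± 1.21 CPM (SD, n = 2; 5.70 ± 0.32, adjusted p = 3.37e-04), and AEBP1 from 1.83 ± 0.347 to 55.5 ± 3.55 (4.92 ± 0.26, adjusted p = 3.22e-04). In mitosis and G2/M 21 of 34 genes fell (25 adjusted over the list alone; camera adjusted p = 2.22e-09), with BUB1B, of the spindle checkpoint, at -0.67 ± 0.10. In origin licensing 12 of 16 fell (13 adjusted over the list alone; camera adjusted p = 1.54e-08), with MCMBP at -0.80 ± 0.08. Ribosome biogenesis fell in 23 of 29 (27 adjusted over the list alone; camera adjusted p = 1.12e-18), with SRM, spermidine synthase, at -1.37 ± 0.13. BCR signaling rose in 13 of 30 (13 adjusted over the list alone; camera adjusted p = 1.10e-09, adjusted p = 0.0799 with an estimated correlation), with CD79B at 1.08 ± 0.11, and germinal center identity in 14 of 24 (14 adjusted over the list alone; camera adjusted p = 4.19e-09), with SPIB, a B cell transcription factor, at 1.02 ± 0.11. CD69, an activation marker, stood at 4.12 ± 0.57. Of the key genes 10 fell and 2 rose, with CDC6 at -1.04 ± 0.13, MCM10 at -1.07 ± 0.11 and GINS1 at -0.83 ± 0.23, adjusted p = 0.0394.

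Across the 13308 genes, which are not independent replicates, the log2 fold change of ibrutinib in control cells correlated with that in miR-28 cells at Pearson r = 0.417 and Spearman rho = 0.680, and the compared pairs share no library. With a library left out r was 0.256 to 0.320 and rho 0.569 to 0.612, over the 13947 to 14079 genes then tested. Genes called in both comparisons numbered 877 risen and 893 fallen, where 108 and 124 would overlap by chance, and 3 went opposite ways. ARF6 and AC099560.2, at 0 in both miR-28 libraries, were at least 267-fold and 491-fold higher with ibrutinib added. Along with AP000936.3, HMGN2P5, AC022384.1, KCTD7, C16orf74, CYP1A1 and CDHR3, they belong to 99 genes listed near 0 in some libraries and high in others. Of these 99 genes, 6 had both replicates alike in every group, against 4.87 by chance. EIF4H stood at -3.82 ± 1.02, adjusted p = 0.0367, a call kept in 3 of 8 fits with a library left out. MAG, a myelin glycoprotein gene, stood at -2.78 ± 0.30.

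Of the 20 called lists 10 kept their call with an estimated correlation, and the other 10 had an adjusted p of 0.0510 to 0.256 with an estimated correlation. The count of 2845 genes fell to 1165 without miR-28 replicate 2, 1644 without miR-28 replicate 1, 1598 without miR-28+ibrutinib replicate 1 and 1530 without miR-28+ibrutinib replicate 2. The call of GINS1 held in 3 of 8 such fits, and that of myeloid markers was lost whichever library but miR-28 replicate 2 was left out (adjusted p up to 0.163).

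The fifth comparison asked what miR-28 adds to ibrutinib. The lists of DNA replication, nucleotide synthesis and mitosis were lower as groups. YWHAH fell from 116 ± 4.80 to 44.2 ± 1.07 CPM (SD, n = 2), a log2 fold change of -1.40 ± 0.08 (adjusted p = 0.00380), and BAG1 from 102 ± 3.68 to 53.9 ± 1.42 (-0.92 ± 0.08, adjusted p = 0.0152). RAP1B, another named miR-28 target, stood at -0.79 ± 0.11, adjusted p = 0.0385. MUC19, a mucin gene, rose from 6.27 ± 0.344 to 40.7 ± 5.31 (2.70 ± 0.16, adjusted p = 0.00380) and stood at 8.17 ± 0.796 in control and 23.2 ± 1.60 with miR-28.

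In mitosis and G2/M 13 of 34 genes fell over all genes and 32 adjusted over the list alone (median -0.63, camera adjusted p = 6.50e-46). They include CDC20 (-0.91 ± 0.11), AURKA (-0.80 ± 0.10) and BIRC5, which encodes survivin (-0.74 ± 0.08). At the replication fork 4 of 33 fell, and 22 adjusted over the list alone (median -0.44, camera adjusted p = 6.80e-20), with RFC3 at -0.89 ± 0.12 and FEN1 at -0.76 ± 0.09. Origin licensing fell in 3 of 16 genes (12 fell and 1 rose adjusted over the list alone; camera adjusted p = 2.90e-12), with the licensing factor CDT1 at -0.76 ± 0.12. Origin activation fell in 3 of 14 (12 adjusted over the list alone; camera adjusted p = 4.15e-14), with CDC45 at -0.77 ± 0.10, adjusted p = 0.0385 and MCM10 at -0.86 ± 0.11, adjusted p = 0.0385. Nucleotide synthesis fell in 4 of 23 (15 adjusted over the list alone; camera adjusted p = 7.59e-18), with DCTPP1 at -1.36 ± 0.15 and thymidine kinase TK1 at -0.73 ± 0.09. E2F and G1/S regulators fell in 1 of 21, namely CDC25A, and in 17 adjusted over the list alone (camera adjusted p = 5.26e-15). The miR-28+ib signature fell in 19 of 152 genes (83 fell and 5 rose adjusted over the list alone; median -0.41, camera adjusted p = 5.50e-28), with TCF19 at -0.74 ± 0.08. Its SUDHL4 subset fell in 8 of 22 (19 adjusted over the list alone), which is not independent evidence. Ribosome biogenesis (median -0.30, camera adjusted p = 5.89e-10) and named miR-28 targets (median -0.32, camera adjusted p = 3.57e-05) were lower as groups, with 1 and 2 members past the threshold. PCNA stood at -0.64 ± 0.11 (adjusted p = 0.0537), GINS1 at -0.62 ± 0.22 (0.255) and RRM2 at -0.77 ± 0.31 (0.306).

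Genes that rose with miR-28 added included TRPC6, a calcium channel (1.40 ± 0.19), P2RX1, an ATP-gated channel (0.85 ± 0.14), MPEG1, perforin-2 (0.93 ± 0.12), PDE1B, a phosphodiesterase (0.84 ± 0.11), GAPT (0.73 ± 0.11) and CD72 (0.50 ± 0.08). HADHA, lower with ibrutinib alone, rose by 2.21 ± 0.33. Falls included EPM2A (-2.92 ± 0.45), MYT1 (-2.38 ± 0.35), ACAD9, of complex I assembly (-1.99 ± 0.19), ZNF48 (-1.78 ± 0.22) and MUM1 (-1.44 ± 0.21). AC022384.1 was at least 62.3-fold higher, and HMGN2P5 and C1DP1 were at least 169-fold and 38.6-fold lower. Across genes, the change with miR-28 in control cells correlated with that in ibrutinib-treated cells at r = 0.0689 and rho = 0.385. With a library left out these were 0.00542 to 0.0762 and 0.282 to 0.338, again over more genes. In both, 2 genes fell, YWHAH and HMGN2P5.

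Of the 19 called lists 11 kept their call with an estimated correlation, among them all 7 of replication, nucleotide synthesis, the G1/S and mitotic cycle and recombination. The other 8 (BCR signaling, NF-kB targets, MHC class II, interferon-stimulated and myeloid up, heat shock, glycolysis and oxidative phosphorylation down) had an adjusted p of 0.0543 to 0.769 with an estimated correlation. None of the 43 named genes called kept its call in all 8 fits with a library left out, and 33, CDC45, MCM10 and CCNA2 among them, kept it in none. The count of 110 genes went to 0 without ibrutinib replicate 2, 2 without ibrutinib replicate 1, 81 without miR-28+ibrutinib replicate 1 and 5 to 14 without each of the other 5 libraries. Of the 81 genes 77 fell, but in the other 7 such fits at most 10 genes fell and at most 4 rose, and with only the 2 groups compared 2 fell and 2 rose, too few to show more falls than rises. YWHAH lost its call without ibrutinib replicate 2 (adjusted p = 0.0664) and MUC19 without either ibrutinib library (up to 0.0988). List calls were lost for NF-kB targets whichever library was left out (up to 0.233), myeloid markers whichever but miR-28 replicate 2 was left out (up to 0.235), and MHC class II without ibrutinib replicate 1 or miR-28+ibrutinib replicate 2 (up to 0.0698). They were also lost for BCR signaling without miR-28+ibrutinib replicate 1 (0.0513), interferon-stimulated genes without ibrutinib replicate 1 (0.0524), glycolysis without ibrutinib replicate 1 or miR-28+ibrutinib replicate 1 (up to 0.0744) and oxidative phosphorylation without ibrutinib replicate 2 or miR-28+ibrutinib replicate 1 (up to 0.451).

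The last comparison asked whether the combined change differs from the sum of the single changes on the log2 scale. E2F and G1/S regulators lay below that sum as a group, at a median departure of -0.37, and so did mitosis and G2/M at -0.34. In all, 12 of 34 lists departed by camera, 10 down and 2 up, the latter being BCR signaling (0.08) and MHC class II (0.19), which both lost their call (adjusted p = 0.597 and 0.388 with an estimated correlation). Origin licensing (-0.28, camera adjusted p = 5.93e-05), origin activation (-0.28, 5.05e-06) and replication fork (-0.24, 7.86e-08) were among the lists below the sum. These 3 lost their call (adjusted p = 0.0531, 0.0535 and 0.0531 with an estimated correlation). Single key genes did not pass, with MCM10 at -0.63 ± 0.16 and CDC6 at -0.60 ± 0.18 on the log2 scale. A single gene departed past the threshold by edgeR, the pseudogene AC099560.2, at 0 in both miR-28 libraries and at 359 to 736 counts in the other 6. An unadjusted p under 0.05 was found for 495 genes, or 3.72% of those tested, where chance gives 5%, and DESeq2 called 18 genes and limma-voom 0.

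E2F, mitosis and the signature kept their call with an estimated correlation (adjusted p = 0.0428 each). The signature shares members with E2F, such as CDC25A, and with mitosis, such as CCNA2, so these calls are not separate results. The other 9 lists had an adjusted p of 0.0531 to 0.597 with an estimated correlation. The count of 1 gene went to 51 without miR-28+ibrutinib replicate 1, 3 without control replicate 2, 2 without ibrutinib replicate 1 and 0 without control replicate 1, ibrutinib replicate 2 or either miR-28 library. List calls were lost for nucleotide synthesis without miR-28 replicate 2, ibrutinib replicate 2 or miR-28+ibrutinib replicate 1 (adjusted p up to 0.324), homologous recombination without control replicate 2, ibrutinib replicate 1 or miR-28+ibrutinib replicate 1 (up to 0.134), and ribosome biogenesis without control replicate 2, ibrutinib replicate 2 or miR-28+ibrutinib replicate 1 (up to 0.324). They were lost too for BCR signaling without control replicate 1, miR-28 replicate 2, ibrutinib replicate 2 or miR-28+ibrutinib replicate 1 (up to 0.751) and MHC class II without control replicate 2, ibrutinib replicate 1 or miR-28+ibrutinib replicate 2 (up to 0.129).

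Sites for miR-28 were sought in the annotated 3' UTRs of 12122 of the 13308 genes. A miR-28-5p site was present in 1904 genes and a miR-28-3p site in 958. As a group, genes with a miR-28-5p site were not called lower than other genes with miR-28 against control (camera adjusted p = 0.965), where their median exceeded that of other genes by 0.02. Against genes matched on 3' UTR length it was lower instead (-0.0279, camera adjusted p = 0.282). When miR-28 was added to ibrutinib the medians differed by 5.57e-04 (camera adjusted p = 0.965), and by -0.0321 against matched genes (camera adjusted p = 0.282). Of 200 random words, 9 and 16 gave an unmatched difference as low in these comparisons, and for miR-28-3p 7 did in each.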

Values the study reported

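In MD-901 cells, the study reports a signature of 157 genes that changed only with miR-28+ibrutinib at 20 h, at an adjusted p-value under 0.05. Of these, it reports 114 as downregulated. In SUDHL4, it reports 22 genes of that signature as downregulated by the combination.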

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

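Every test of an explanation in this part was chosen only after the result was seen, while the tests of the departures themselves were planned. A departure of the combined change from the sum of single log2 changes passed the threshold for 1 gene by edgeR and 12 lists by camera. With an estimated correlation 3 lists kept it, E2F and G1/S regulators, mitosis and G2/M and the signature. The signature shares members with both others, so they are not separate results. The gene is AC099560.2, at 12.84 (adjusted p = 0.0330), a fitted value that depends on the prior count because both miR-28 libraries are at 0. Median departures, each with its camera adjusted p, were -0.28 for origin licensing (5.93e-05), -0.28 for origin activation (5.05e-06), -0.24 for replication fork (7.86e-08), -0.17 for nucleotide synthesis (0.00294), -0.37 for E2F and G1/S regulators (7.86e-08), -0.34 for mitosis and G2/M (1.75e-13) and -0.19 for homologous recombination and checkpoint (0.00259). They were -0.19 for MYC and ribosome biogenesis (0.00295), -0.23 for the miR-28+ib signature (1.04e-11) and -0.31 for its SUDHL4 subset (4.01e-12), which the study chose on these samples. BCR signaling stood at 0.0830 (0.0432) and MHC class II at 0.19 (0.00534). The calls of ribosome biogenesis, the subset, BCR signaling and MHC class II were lost (adjusted p = 0.288, 0.0531, 0.597 and 0.388 with an estimated correlation).

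The first 7 of these lists cover the cell cycle. That miR-28+ibrutinib replicate 2 alone made them fall below the sum is argued against, since all 7 were called without it, with a highest adjusted p of 0.00411. A scaling shift shared by all genes would lower other genes alike. For each list, 0% of 1000 random sets of other genes of like level had a median departure as low. Such sets repeat the comparison with other genes by which camera called these lists, so they add no separate support. They also leave out the correlation within a list. On the linear scale levels were 79.96 to 94.98% of the linear sum, and below it in both libraries for all 7 lists. The log scale is argued against by this for lists far below the sum, such as mitosis (3461 and 3498 CPM against 4352). The sum was given no error, so levels close to it cannot decide, as in homologous recombination (1331 and 1395 CPM against 1435). A joint effect of miR-28 and ibrutinib on these genes stays as a hypothesis, found and tested on the same data. With an estimated correlation 5 of the 7 lists lost their call (adjusted p = 0.0531 to 0.345 with an estimated correlation).

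Transcripts of 24 skeletal muscle genes were present in 7 of the 8 libraries and nearly absent from miR-28+ibrutinib replicate 2. An effect of the combined treatment is argued against, as replicate 1 of that group stood at 1.27 times the median of the other groups. RNA or cells of human muscle are argued against because 9 short genes abundant in muscle stayed at or under 3.63% of CKM, and because the sort for the red reporter would remove intact muscle cells. Muscle RNA of another organism is a candidate source. Among 46 genes lost in that library alone, 17 were processed pseudogenes, with odds 88.0 times those of the other genes seen (Fisher's exact p = 9.43e-25). Processed pseudogenes also made up 15 of the 99 other genes, described next, that were near 0 in some libraries. Their excess alone therefore does not single out this source. The replicate correlation of miR-28+ibrutinib was 0.951 without the muscle genes and the 46 lost genes, against 0.939 with them.

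A set of 124 genes stood high in some libraries and near 0 in others, 25 of them near 0 in miR-28+ibrutinib replicate 2 alone. Switching by the treatments is argued against for most of the other 99, since in 85, or 85.9%, a group held 1 replicate under 1 depth-scaled count and the other at 20 or more. Ibrutinib is a candidate cause for 5, CYP1A1, C16orf74, CDHR3, TRIM55 and IGLC1, which stood at least 5 times higher in each of the 4 libraries with it than in any without, against at most 2 genes apart in this way in any other of the 35 splits of the libraries into 4 and 4. Of these 5, IGLC1 did not pass the threshold in ibrutinib against control (adjusted p = 0.110), and 1 control replicate of it was at 0 and the other at 47.6 counts. Reads shared with near-identical copies may account for part of the 99. The odds of a gene with most of its words shared were 4.10 times those in level-matched genes (Fisher's exact p = 7.71e-07). Of the genes searched, 42.1% held no shared word. The search counted only exact matches of 60 bases to the genes it covered. Copies that differ within every 60 bases, or that lie in genes not covered, would be missed. Shared reads are therefore not excluded for these genes. For the 36 of them that ibrutinib did not set apart, the cause was not found.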

How the results depend on the processing

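No alternative in this part was chosen after the results were seen. No named gene that was called reversed its direction under any alternative. With miR-28 against control the count of 5 genes was 74 by DESeq2, 2 by limma-voom, 357 with no filter, 8 with the replicate block, 3 with only the 2 groups and 1 to 6 with a library left out. With ibrutinib against control the 2174 genes became 3337 with the block, 547 at an absolute log2 fold change of at least 1 and 543 to 1959 with a library left out. The 4392 genes of the combined treatment against control became 1387 at that minimum. Against miR-28 its 2845 genes became 683 at that minimum and 1165 to 2878 with a library left out. Against ibrutinib its 110 genes were 443 by DESeq2, 866 with no filter, 739 with the block, 4 with only the 2 groups, 19 at that minimum and 0 to 81 with a library left out. The departure from additivity, 1 gene, was 18 by DESeq2, 0 by limma-voom, 235 with no filter, 0 with the block and 0 to 51 with a library left out, with 495 genes (3.72% of those tested, where chance gives 5%) at an unadjusted p under 0.05. Fits with a library left out had fewer residual degrees of freedom and took the lone library of a group to vary like the others. They also tested 13947 to 14079 genes instead of 13308, as the filter kept more genes with a lone library in a group. The minimum fold removes small changes by its construction. For the other differences the cause was not tested.

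The number of lists called with an estimated correlation went from 15 to 1 for miR-28 and from 19 to 0 for ibrutinib. Fry, which does not compare a list with other genes, called those 19 and 9 others. For the combined treatment the camera number went from 22 to 12 against control, 20 to 10 against miR-28 and 19 to 11 against ibrutinib. For additivity it went from 12 to 3, and by fry to 7. The estimated correlation replaces the preset by construction, and no further cause was tested. Oxidative phosphorylation with miR-28 against control, at an adjusted p of 0.00254, ran from 1.57e-07 without control replicate 1 to 0.971 without control replicate 2, where its direction reversed, and the cause was not tested. Over genes past the threshold in at least 1 of the comparisons, the ibrutinib changes in control and in miR-28 cells correlated at r = 0.751 and rho = 0.890, and the miR-28 changes without and with ibrutinib at r = 0.271 and rho = 0.405, and such genes are chosen on the changes compared.

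The design text names 2 independent experiments, but no label says that the replicate number marks the experiment. In the data 4 of the 8 libraries matched best with a library of their own number, with correlations of -0.064 to 0.062. The share of ribosomal protein genes was higher in replicate 2 than in replicate 1 of every group. It was 8.89 and 11.1% in control, 8.81 and 10.5% with miR-28, 9.70 and 10.5% with ibrutinib and 9.66 and 10.9% with both. The share of mitochondrial genes was higher in replicate 2 in control and with both, and lower in it in the other groups. A pairing by number is thus neither shown nor excluded. The replicate block, with 3337 genes for ibrutinib and 739 for the combination against ibrutinib, is therefore given only as an alternative. With 2 libraries per group at these depths, 20 to 52% of simulated 2-fold changes were recovered, and other depths were not tried.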

Other observations

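The test of miR-28-5p sites among called genes was chosen only after the result was seen. Some genes outside the groups led with above also changed with ibrutinib. ID3, an inhibitor of DNA binding, stood at 1.14 ± 0.09, adjusted p = 8.95e-04 with ibrutinib and 0.83 ± 0.09, adjusted p = 8.58e-04 with both treatments. DUSP6, a phosphatase of ERK, stood at 2.78 ± 0.51, adjusted p = 0.0136 and 3.26 ± 0.51, adjusted p = 0.00350. CD27, a marker of memory B and plasma cells, stood at 0.90 ± 0.08, adjusted p = 0.00156 and 0.92 ± 0.08, adjusted p = 5.92e-04, and XBP1, a regulator of secretion, at 0.95 ± 0.13, adjusted p = 0.00560 and 1.09 ± 0.13, adjusted p = 0.00144. FADS1, a fatty acid desaturase, stood at 0.83 ± 0.14, adjusted p = 0.00992 and 0.83 ± 0.14, adjusted p = 0.00436.

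Markers of other cell types were measured in all groups. CD68, of macrophages, stood at 3.38 ± 0.774 CPM (SD, n = 2) in control, 3.61 ± 0.196 with miR-28, 5.23 ± 1.53 with ibrutinib and 6.94 ± 1.64 with both. In the same order, TRBC2, of the T cell receptor, stood at 0.714 ± 0.182, 0.311 ± 0.0310, 4.48 ± 0.518 and 4.52 ± 0.0670. DCN, decorin, a marker of stroma, stood at 77.4 ± 9.47, 89.5 ± 7.04, 35.5 ± 0.983 and 56.6 ± 9.30.

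A hypothesis was that genes lowered by miR-28 in the presence of ibrutinib may be bound by miR-28-5p. Of the 94 searched genes that fell, 23 (24.5%) held a site against 15.7% of all searched genes, an odds ratio of 1.77 (Fisher's exact p = 0.0313). The genes that fell had shorter 3' UTRs than the others searched (median 996.5 against 1357 bases), and the median odds of 200 random words were 0.853. Of these words 15, or 7.5%, gave odds as high as the site, so direct binding and word composition cannot be told apart for these genes. The words were also rarer, in a median of 921.5 searched genes against 1904 with the site, so their odds vary more.

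The passage on the SUDHL4 subset calls the fall of these genes significant and refers to a supplementary table, but states no threshold itself. The study's statistics section sets significance at p-values under 0.05. Its methods name the combined treatment against untreated controls, with an adjusted p-value, for a pathway analysis of the same cells. With the combined treatment against control, 93 of the 152 tested signature genes fell here at an adjusted p under 0.05. With the combined treatment against ibrutinib, 19 of the 152 fell. The number quoted from the study lies between these counts, and that passage does not state which comparison and threshold gave it. The study names limma for its differential expression, whereas these counts come from edgeR. They also cover signature genes that the study did not report as downregulated in MD-901 cells.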
